A study of Bos taurus with 10 samples. Its data were reported in "Escherichia coli infection induces distinct local and systemic transcriptome responses in the mammary gland" (2010).

How the data were processed

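Tissue was sampled from the udders of 10 cows, 5 with E. coli 1303 in another gland of the same udder and 5 healthy controls, 24 h after inoculation, and each cow gave 1 array. Per the methods of the study, tissue of a cow was pooled from a pair of glands, except for neighboring 4, which was a single untreated gland, and pooled neighboring samples held saline-treated and untreated tissue. RNA was extracted with TRIzol, amplified and biotin-labelled with the MessageAmp II kit and hybridized to the Affymetrix GeneChip Bovine Genome Array, which measures each transcript by a set of short probes. The authors deposited log2 values per probe set, made with RMA (robust multi-array average: background correction, quantile normalization over arrays and a summary over the probes of a set). The submitters' processing notes name RMA without a version, and the software versions are not given in the sources used here. Quantile normalization gives every array the same distribution before summarization, so a change shared by most transcripts would not be seen. Fold changes of RMA values are compressed at the bottom and the top of the intensity range.

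Arrays were placed in groups by their titles, and the replicate numbers are those of the titles. No pair of arrays held identical values (0 pairs), no cell was empty (0 cells), and the values ran from 0.968 to 14.9. Array control probe sets (112) were left out. Of all probe sets, 13318 carried 1 gene symbol in the platform annotation, 86 several and 10724 none here. Of those with 1 symbol, 13283 were matched to the reference gene table, which gives current symbols. Genes were named from probe sets with 1 symbol, and no coordinates are given because no genome build belongs to the array values.

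The fit followed the methods of the study in its test, thresholds and samples: limma 3.58.1 in R 4.3.3, lmFit and eBayes, Benjamini-Hochberg adjustment, an adjusted p under 0.01 and a change over 2-fold, without array neighboring 5 and array control 3. The study filtered by present calls, which need probe-level signals that were not used here. In their place the 40% of probe sets with the lowest mean over the 10 arrays (under 5.71) were left out, which kept 14409, of which 9149 carried 1 symbol and stood for 7055 genes. A single gene was said to rise or fall at an adjusted p under 0.05 over all 14409 probe sets, and the same count was made with the adjustment over the list alone. Each adjusted p of a gene in the text comes from limma. Means and SD are of log2 values over the 4 arrays per group, and SE is limma's moderated standard error of the difference. The cows are separate animals, so the spread between arrays holds animal, tissue and technical variation together.

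Gene lists for 40 groups with at least 5 measured genes were tested with camera, limma's competitive test of whether a list moves one way against all other genes. It was run with a preset correlation of 0.01 between genes, adjusted over the lists, at a threshold of 0.05, and again with the correlation estimated per list. Each gene was represented by its kept probe set with the highest mean over the 10 arrays. The lists cover defense, stress, milk synthesis, matrix, housekeeping and cell type markers, and 2 of them were taken from the study. Members of these 2 also appear in other lists, such as the complement, antimicrobial, oxidative stress and glucocorticoid lists. Named genes were the 14 genes measured by quantitative PCR, the 12 highest and 12 lowest called changes with 1 symbol and no overlap between groups, up to 4 members per list with the largest changes among those that passed, NFIL3 and the systemic response genes of the study. For a gene with several probe sets, the highest and lowest changes use the probe set with the largest change, and the lists the brightest.

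CXC and CC chemokine lists were compared by permutation of genes and of arrays, the arrays by permutation of distances over 126 splits, and the arrays outside the fit by their median deviation over called probe sets. All permutation tests were two-sided and exact, except those over larger gene sets, which drew 100000 resamples. The tests, thresholds, samples, lists, naming rule and most alternatives were fixed before the data were examined. A covariate for the hybridization controls, and leaving out each array in turn for the chemokine, distance and held-out results, were added afterwards. Alternatives covered the arrays entered, the filter, the scaling, the variance model, array weights, the replicate number as a block, thresholds, the probe set per gene and leaving out each array.

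The procedure was tested on simulated arrays, 4 against 4, with 14409 probe sets of which 200 were changed. Of 3-fold changes 97% were called and of 6-fold changes 99%, with 1 unchanged probe set called, and 0 calls were made when no change was simulated. A simulated list of 28 genes shifted by 0.5 was the 1 list called. With no change simulated 0 lists were called, whereas other splits of the real arrays called up to 13. Genes of a real list can move together (estimated correlation 0.41 for the matrix list and 0.88 for ribosomal proteins). The simulated call is therefore not evidence on the real list calls. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.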

Results

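Transcriptome profiles of mammary tissue from 10 lactating Holstein cows were compared, with 5 arrays per group. The bovine udder consists of separate mammary glands, each with its own teat. The neighboring group came from glands that had received no bacteria, in cows with another gland inoculated with 500 CFU of E. coli 1303, a mastitis isolate, in 2 ml of saline. Tissue was taken 24 h after inoculation. The control group came from healthy cows that were not inoculated. The comparison asks how far mammary tissue away from the infection site differs from tissue of healthy animals. Inoculated glands were not analysed here. Each array gave a value for 24016 probe sets besides the array's own controls, on a log2 scale, and the number of arrays limits the precision. Array medians lay between 6.25 and 6.27, and correlations between pairs of arrays, taken across probe sets that are not independent replicates, lay between 0.916 and 0.982. Following the methods of the study, 8 arrays entered the fit. Array neighboring 5 had been set aside as a biological outlier, and its profile was described as grouping with those of the controls. Array control 3 had been set aside as a technical outlier, in a series screened for handling artifacts with affyPLM. Results on all 10 arrays are given beside the calls and beside each list whose call by camera changed. Counts of list members on all 10 arrays are given for a part of the lists. Single genes on all 10 arrays are in a paragraph after the lists.

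In neighboring glands, the genes that rose most included a serine dehydratase and a stress-response transcription factor, and a lipoxygenase fell most. SDS, the serine dehydratase that turns serine into pyruvate, rose 15.1-fold, from 5.77 ± 0.17 to 9.69 ± 0.45 (SD, n = 4). ATF5, a transcription factor of the stress response, rose 7.10-fold, from 8.24 ± 0.11 to 11.07 ± 0.27. MTHFD2, a mitochondrial enzyme of one-carbon metabolism, rose 6.10-fold and PCK2, the mitochondrial phosphoenolpyruvate carboxykinase, 5.93-fold. ALOX15, an arachidonate lipoxygenase, fell by 2.93 ± 0.23 (SE) on the log2 scale, from 10.61 ± 0.36 to 7.68 ± 0.45 (SD, n = 4).

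In all, limma called 398 of 14409 probe sets at an adjusted p under 0.01 and a change over 2-fold, 246 of them higher (61.8%) and 152 lower. The called probe sets with 1 gene symbol stood for 246 genes, 158 higher and 88 lower, and the median size of the called changes was 1.30 on the log2 scale. Among the 12 highest were also CYP2B6, a cytochrome P450 of drug metabolism (10.1-fold, adjusted p = 0.000346), OLR1, a receptor for oxidized lipoprotein (7.26-fold, adjusted p = 0.00109), C6, a component of the terminal complement complex (7.23-fold), PIR, an iron-binding nuclear protein (6.01-fold), NXPE3 (5.69-fold) and CHI3L1, a chitinase-like secreted glycoprotein (5.39-fold, adjusted p = 0.000397). MT2A, a metallothionein, rose 5.36-fold and S100A8, a calcium-binding protein abundant in neutrophils, 5.34-fold. The lowest after ALOX15 were TMOD4, a tropomodulin of actin filaments (fell by 2.54), SLC25A21, a mitochondrial oxodicarboxylate carrier (fell by 2.50), AGR2, a disulfide isomerase of secretory cells (fell by 2.16), G0S2, an inhibitor of adipose triglyceride lipase (fell by 2.13), PTHLH, the parathyroid hormone-like hormone (fell by 1.98), and MSR1, a macrophage scavenger receptor (fell by 1.90). IDH1, the cytosolic isocitrate dehydrogenase, fell by 1.89, the eotaxin CCL26 by 1.88, PMEPA1, a regulator of TGF-beta signalling, by 1.85, the small proteoglycan OGN by 1.84 and the fatty acid-binding protein FABP5 by 1.80. Their adjusted p-values ran from 6.26e-05 for ALOX15 to 0.00268 for PTHLH. For MSR1, 1 of 2 probe sets fell, and for IDH1 2 of 3.

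On all 10 arrays 15 probe sets were called, 8 higher and 7 lower, each of them also among the 398. They included S100A8, S100A12, ATF5, CHI3L1, the decoy receptor TNFRSF6B and 3 probe sets of the tryptophanyl-tRNA synthetase WARS1, which rose, and OGN, CDH11, IGFBP5 and NREP, which fell; TNFRSF6B, NREP and WARS1 were chosen after their values were seen. The direction of all 398 was unchanged on the 10 arrays, 342 had an adjusted p under 0.05, and their median change was 1.06 with a standard error of 0.26 in place of 0.18. With array neighboring 5 alone put back 4 probe sets were called, each among the 398. With control 3 alone put back 384 were called, 352 of them among the 398. With all 10 arrays weighted by how well each follows the model, which gave the lowest weight to neighboring 5 (0.38), 334 were called, 305 of them among the 398. The hybridization controls, bacterial transcripts added before hybridization, read 9.40 to 9.67 on the 4 neighboring arrays, 9.68 on control 4 and 9.97 to 10.14 on the other control arrays of the fit (difference −0.44, two-sided exact permutation p = 0.0286, the smallest that 4 against 4 arrays allow), and 23 probe sets were called with this signal as a covariate. Under that covariate 27 of the named genes refitted no longer passed, of which CHI3L1 (1.46 ± 0.34, SE), TMOD4 (−1.55 ± 0.51), MT1A (0.26 ± 0.71) and ADHFE1 (0.92 ± 0.33) also moved by over 1.5 times.

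**Figure D1:**
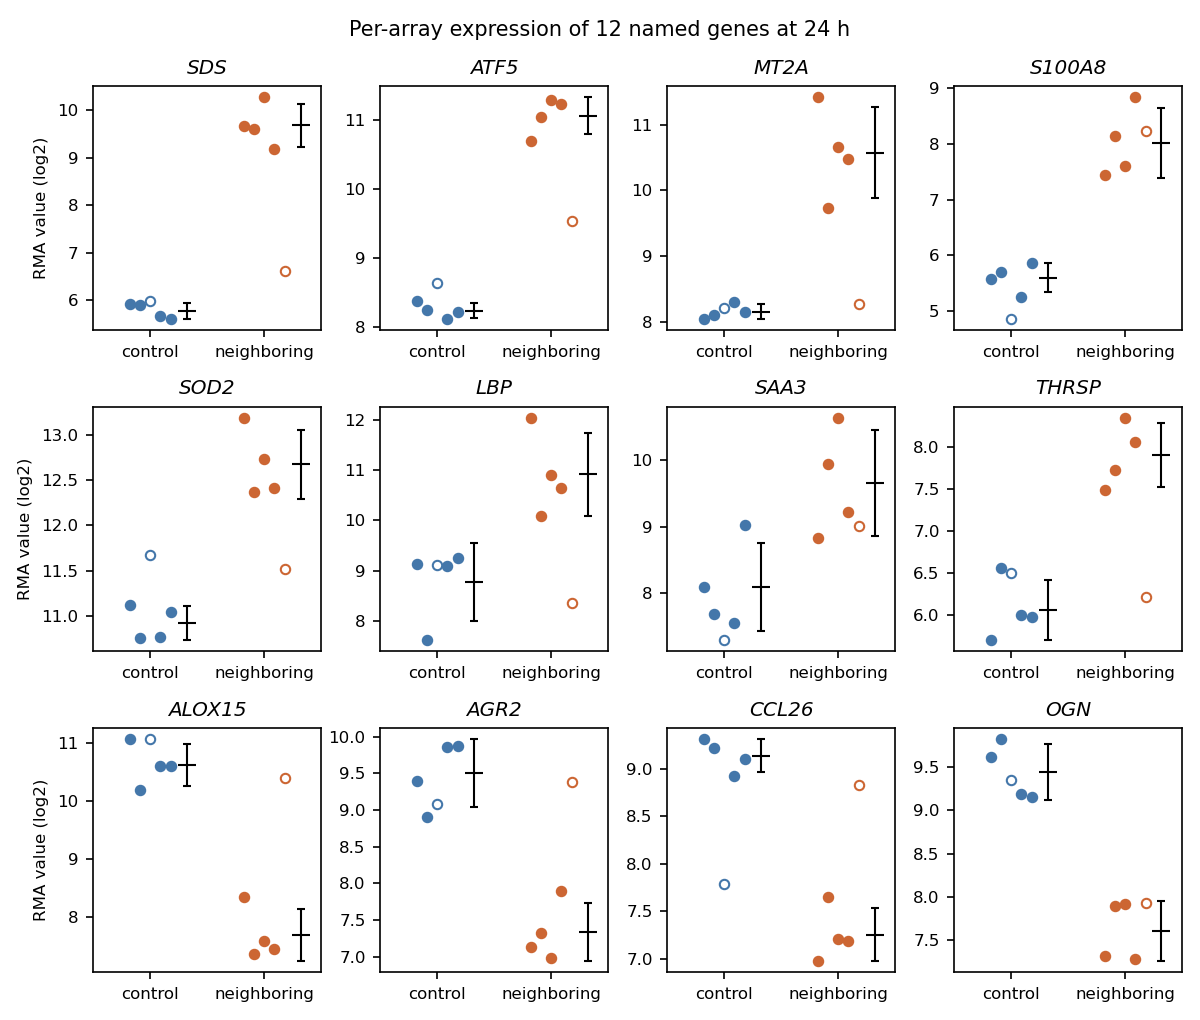
RMA values (log2) of 12 named genes on each of the 10 arrays, with filled points for the 8 arrays of the fit, open points for neighboring 5 and control 3, and a bar for mean ± SD over the 4 arrays per group. SDS lies at 9.69 in the neighboring arrays of the fit against 5.77 in the controls, and at 6.61 on neighboring 5.

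Genes that the study described as a systemic response rose almost throughout. Of 23 measured members, 21 rose, 0 fell and 2 did not pass the test (S100A9, 0.17 ± 0.10; CFLAR, 0.21 ± 0.11, SE), and the counts were the same adjusted over the list alone. Of 3 probe sets of CFLAR, 1 that is less bright rose by 0.65 ± 0.15 (adjusted p = 0.00977). The study chose this list on these samples, so neither its count nor its test is independent evidence of its direction. Antioxidant members rose: the glutathione synthetase GSS 4.62-fold (adjusted p = 5.30e-05), the mitochondrial superoxide dismutase SOD2 3.40-fold (adjusted p = 0.000239), the plasma glutathione peroxidase GPX3 3.04-fold and the glutaredoxin GLRX2 2.12-fold. So did the protease inhibitor SERPINA1 (2.71-fold), the survival factor MCL1 (2.48-fold), the cytotoxic granule protein GNLY (1.88-fold) and the metallothionein MT1A (2.53-fold, adjusted p = 0.0456). MT1A lost its call in 6 of the 8 fits that left out 1 array, with adjusted p up to 0.122 without neighboring 3, 0.0942 without neighboring 1 and 0.0777 to 0.0951 without each control, and also with cyclic loess (0.0503), without a filter (0.0511) and with robust variances (0.0851). CP, FGF2 and CXCL2 lay under the intensity filter. Without a filter CP, the copper carrier ceruloplasmin, rose by 1.55 ± 0.31 and CXCL2, a neutrophil attractant, by 1.55 ± 0.43 (SE, adjusted p = 0.0295), while FGF2 differed by 0.73 ± 0.27 with an adjusted p of 0.0811. NFIL3, a repressor of the basic leucine zipper family, rose 1.55-fold (adjusted p = 0.00714). Its call was lost with neighboring 5 alone put back (adjusted p = 0.0927) and with the hybridization controls as a covariate (adjusted p = 0.134). On all 10 arrays 17 members rose. With the hybridization controls as a covariate LBP, SAA3, MT2A, CXCL14, GNLY, CFB, C4BPA, CFI, SERPINA1, MCL1 and MT1A no longer passed, each with its direction unchanged. Their adjusted p ran from 0.0526 for SERPINA1 to 0.884 for MT1A. The list was called higher by camera (median 1.60, adjusted p = 2.65e-12, and adjusted p = 0.00666 with an estimated correlation).

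Genes picked for quantitative PCR, again a choice made on these samples, formed another list. Of 14 such genes 13 passed the filter: 8 rose, 3 fell and 2 did not pass the test, with the same counts adjusted over the list alone. Camera did not call this list (median 0.61, unadjusted p = 0.105), but called it higher without a filter (median 0.74, adjusted p = 0.0483). The lipopolysaccharide-binding protein LBP rose 4.41-fold (10.92 ± 0.83 against 8.78 ± 0.78, SD, n = 4), the acute phase protein SAA3 2.95-fold (adjusted p = 0.0159), THRSP, a regulator of lipogenesis, 3.60-fold, the acetate-activating enzyme ACSS2 1.45-fold and the alcohol dehydrogenase ADHFE1 1.53-fold (adjusted p = 0.0350). The second probe set of PIR rose 4.72-fold. ALOX15, the water and glycerol channel AQP3 (by 1.00 ± 0.18, SE) and the lipoprotein lipase LPL (by 0.68 ± 0.20) fell. The pentraxin PTX3 (0.42 ± 0.53, adjusted p = 0.560) and the prostaglandin dehydrogenase HPGD (−1.17 ± 0.64, adjusted p = 0.185) did not pass, and the control SD of HPGD was 1.62. Haptoglobin, HP, lay under the filter and rose by 0.88 ± 0.19 without it (adjusted p = 0.00985). Calls of ADHFE1 were lost under each other scaling (adjusted p of 0.0526 to 0.0544) and without neighboring 3 or 4 or any control, with adjusted p up to 0.0949, and of LPL without neighboring 4 or control 1, 4 or 5, with adjusted p up to 0.0615. Besides LBP, SAA3 and MT2A, 5 genes of this list no longer passed with the hybridization controls as a covariate. They were THRSP (adjusted p = 0.0651), ACSS2 (0.135), ADHFE1 (0.174), AQP3 (0.225) and LPL (0.503).

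Among acute phase proteins 5 of 15 rose and 1 fell (6 and 1 adjusted over the list alone): LBP, SAA3 and SERPINA1 rose and the lipopolysaccharide co-receptor CD14 fell by 1.08 ± 0.27 (SE). Among complement genes 7 of 20 rose and 1 fell (8 and 1 adjusted over the list alone), with C6 at 7.23-fold, the regulators CFI at 3.45-fold and C4BPA at 2.69-fold and factor CFB at 2.61-fold. Among antimicrobial proteins 5 of 13 rose and 0 fell, with the neutrophil proteins S100A8 and S100A12 (3.95-fold), CXCL14 (2.36-fold) and GNLY. Of the oxidative stress and metal response genes 9 of 28 rose and 3 fell, led by MT2A, PIR, GSS and SOD2. All genes named as higher in this paragraph are also in the study's lists, chosen on these samples. These counts are therefore not independent of that choice. None of these lists was called by camera, with adjusted p between 0.0769 for complement and 0.803 for acute phase proteins, whose median of −0.04 and mean of 0.31 differ in sign while the test pointed up. On all 10 arrays the complement list was called higher (adjusted p = 0.0281). The oxidative stress list was called higher without a filter (adjusted p = 0.0403). The complement and antimicrobial lists were called higher with the hybridization controls as a covariate (adjusted p = 0.041 for each).

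Glucocorticoid-responsive genes were called higher as a list (median 0.39, adjusted p = 0.00616, but adjusted p = 0.526 with an estimated correlation). Of 21 measured members 11 rose and 1 fell, also adjusted over the list alone (6 and 1 on all 10 arrays). After SDS and MT2A, the strongest were FKBP5, a co-chaperone of the glucocorticoid receptor (4.90-fold, adjusted p = 0.000849), and the cell cycle inhibitor CDKN1A (3.67-fold, adjusted p = 0.000444). SDS and MT2A are also in the study's systemic response list, which was chosen on these samples. The median was 0.60 without control 2. FKBP5 stood at −0.07 from the control mean on neighboring 5.

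Among IL-6/STAT3-responsive genes 4 of 19 rose and 2 fell (6 and 2 adjusted over the list alone, 0 and 1 on all 10 arrays). STAT3, the transcription factor itself, rose 2.24-fold, the transcription factor CEBPD 1.78-fold and the oncostatin M receptor OSMR 1.75-fold. IGFBP5, a binding protein of insulin-like growth factors, fell by 1.32 ± 0.10 (SE). Among circadian clock and PAR bZIP genes NFIL3 rose, the nuclear receptor RORA fell by 0.68 and HLF by 0.30, and 4 of 7 did not pass, also adjusted over the list alone. Neither list was called (adjusted p = 0.555 and 0.298).

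Of the unfolded protein response genes 5 of 24 rose and 9 fell (6 and 10 adjusted over the list alone, 4 and 0 on all 10 arrays). Those that rose included ATF5, TRIB3, a pseudokinase induced by ATF4 (3.56-fold), and ATF4 itself (1.87-fold). HSP90B1, an endoplasmic reticulum chaperone, fell by 1.11 ± 0.32 (SE, adjusted p = 0.0275). Heat shock proteins rose in 8 of 21 and fell in 3 (4 and 3 on all 10 arrays). Among the higher ones were HSP90AB1 at 3.35-fold, HSPH1 at 3.32-fold, the mitochondrial chaperonin HSPD1 at 2.99-fold and CRYAB at 2.93-fold. Autophagy and lysosome genes rose in 11 of 26 and fell in 1 (11 and 2 adjusted over the list alone, 5 and 1 on all 10 arrays). They were led by the autophagosome proteins GABARAPL1 (3.16-fold) and MAP1LC3B (2.07-fold), the cargo receptor SQSTM1 (1.79-fold) and WIPI1 (1.74-fold). Proteasome and ubiquitin genes rose in 10 of 32 and fell in 0 (3 and 0 on all 10 arrays). Those that rose included the ubiquitin ligase subunit FBXO32 (2.10-fold) and the proteasome subunits PSMD6 (1.62-fold) and PSMD13 (1.45-fold). None of the 4 lists was called, with adjusted p between 0.0895 and 0.209, and the unfolded protein response list had a median of −0.31 beside a mean of 0.00. Without a filter the heat shock (adjusted p = 0.0401), autophagy (0.0311) and proteasome (0.0422) lists were called higher, but the unfolded protein response list was not.

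Pro-apoptotic genes rose in 7 of 11 and fell in 1 (3 and 1 on all 10 arrays). BAX rose 2.71-fold, the inflammatory caspase CASP4 1.58-fold and the death receptor FAS 1.56-fold, while the kinase STK17A fell by 0.56. Anti-apoptotic genes rose in 3 of 10 and fell in 1 (3 and 2 adjusted over the list alone): MCL1, the co-chaperone BAG3 (1.82-fold) and BCL2 (1.64-fold) rose and BAG1 fell by 0.39. Cell cycle and proliferation genes rose in 5 of 17 and fell in 0 (6 and 0 adjusted over the list alone), including MCM6 (1.96-fold), MCM4 (1.92-fold) and MCM7 (1.64-fold) of the replication helicase and the thymidylate synthase TYMS (1.39-fold). These lists were not called (adjusted p = 0.0584, 0.528 and 0.215). The pro-apoptotic list was called higher on all 10 arrays (adjusted p = 0.0281).

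Of 14 measured milk protein genes 1 rose and 4 fell, also adjusted over the list alone: the lactoperoxidase LPO rose 1.43-fold, while the immunoglobulin receptor PIGR fell by 0.88, MFGE8 of the milk fat globule by 0.70 and the mucin MUC1 by 0.66. The caseins and whey proteins did not pass the test, with −0.09 ± 0.09 for CSN1S1, 0.09 ± 0.08 for CSN2 and −0.09 ± 0.08 for LALBA (SE), values chosen after they were seen. Milk fat genes went both ways, with 8 of 32 higher and 9 lower (10 and 11 adjusted over the list alone, 2 and 7 on all 10 arrays). THRSP and the fatty acid transporter SLC27A6 (2.03-fold) rose, and IDH1 (by 1.44 in its brightest probe set) and FABP4 (by 1.10) fell. Cholesterol synthesis genes rose in 8 of 17 and fell in 0 (8 and 1 adjusted over the list alone, 3 and 0 on all 10 arrays). Among the higher ones were HMGCS1 at 2.32-fold, the squalene synthase FDFT1 at 2.21-fold, PMVK at 1.75-fold and DHCR7 at 1.71-fold. Of the lactose synthesis and transport genes 2 of 18 rose and 5 fell, also adjusted over the list alone. The phosphate transporter SLC34A2 fell by 1.23, AQP3 by 1.00 and SLC35B1 by 0.53, while the glucose transporter SLC5A1 rose 1.60-fold. None of these 4 lists was called (adjusted p of 0.0629 or more), and the lactose list was called lower on all 10 arrays (adjusted p = 0.0281). The cholesterol list was called higher without a filter (adjusted p = 0.0483).

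CXC and CC chemokines, families of leukocyte attractants, were compared because the study contrasted them. It assigned raised CC genes to infected glands only and many CXC genes to the systemic response. Infected glands were not analysed here, so the comparison within neighboring glands does not test that contrast. CXCL14 (2.36-fold) and CXCL16 (1.56-fold) rose and CXCL12 fell by 0.83 among 6 measured CXC genes. CXCL14, CXCL16 and CXCL12 lack the ELR motif of the CXC members that attract neutrophils. GRO1 (0.26 ± 0.19, SE), CXCL3 (0.20 ± 0.32) and CXCL17 (−0.23 ± 0.11) were measured and did not pass. Other CXC genes, among them CXCL2 and CXCL8, lay under the filter. CCL26 fell by 1.88 and CCL5 by 0.77 among 10 measured CC genes, of which 8 did not pass; both counts were the same adjusted over the list alone. The median change was 0.23 for the CXC and −0.33 for the CC genes, a difference of 0.56 (two-sided exact permutation over genes, p = 0.0197; genes are not independent replicates). Per array, the difference between the list means was 0.65 higher in the neighboring group (two-sided exact permutation over arrays, p = 0.0286, the smallest possible), and 0.34 higher on all 10 arrays (p = 0.214). The difference between the gene medians was 0.15 (exact p = 0.354) on all 10 arrays, 0.32 (exact p = 0.155) without neighboring 1 and 0.27 (exact p = 0.159) without control 4, where the CXC median was −0.01, and as means over genes 0.65 had an exact p of 0.0603. Without a filter, over 13 CXC and 14 CC genes, the difference was 0.47 (permutation over genes with 100000 resamples, p = 0.0179). Camera called the CC list lower (adjusted p = 0.0152, but adjusted p = 0.526 with an estimated correlation). The call was lost on all 10 arrays (adjusted p = 0.171, or 0.110 with array weights) and without neighboring 1 (median −0.15, adjusted p = 0.0696). It was also lost with control 3 alone put back (median −0.16, adjusted p = 0.121) and with the hybridization controls as a covariate (median −0.19, adjusted p = 0.115). Array control 3 lay at −0.79 in the mean of the CC list.

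IL1RAP, the accessory chain of the IL-1 receptor, rose 2.10-fold and lymphotoxin LTB fell by 0.51 (adjusted p = 0.0498), and 11 of 13 inflammatory cytokines and receptors did not pass; adjusted over the list alone, IL1RAP was the 1 gene that passed. Toll-like receptor and NF-kB signalling genes rose in 4 of 20 and fell in 0, by small amounts: TNIP1 1.56-fold, TRAF1 1.54-fold, NFKB2 1.39-fold and NFKBIB 1.36-fold. Interferon-stimulated genes rose in 3 of 19 (XAF1 1.99-fold, STAT2 1.43-fold, TRIM21 1.37-fold) and fell in 1 (IFI6, by 0.60). The peptide transporter subunits TAP2 (1.58-fold) and TAP1 (1.39-fold) rose while the chaperones CALR and PDIA3 fell by 0.65 and 0.42, and 12 of 16 genes of MHC class I processing did not pass. The class II genes BOLA-DRB3 and BOLA-DRA fell by 0.60 and 0.54, and 8 of 10 did not pass. For these last 4 lists the counts were the same adjusted over the list alone. None of these cytokine, signalling, interferon and MHC lists was called (adjusted p between 0.0913 and 0.750), nor was the CXC list (adjusted p = 0.899). The tests of the cytokine, interferon and class I lists pointed down although the mean, and for class I also the median of 0.06 (−0.01 after quantile or loess scaling), was above 0.

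In the extracellular matrix and adhesion list 18 of 40 fell and 0 rose (21 and 0 adjusted over the list alone), with the small proteoglycans OGN (by 1.84 ± 0.20, SE) and LUM (by 1.72 ± 0.17), the collagen cross-linking enzyme LOXL1 (by 1.37 ± 0.20) and the cadherin CDH11 (by 1.33 ± 0.18). Fibroblast markers fell in 10 of 20 and rose in 1 (11 and 2 adjusted over the list alone), among them the Wnt-binding proteins SFRP4 (by 1.18) and SFRP2 (by 1.10) and the collagen COL3A1 (by 0.95 ± 0.28). Myoepithelial and smooth muscle markers fell in 6 of 14 and rose in 0 (7 and 0 adjusted over the list alone), with calponin CNN1 lower by 1.35 ± 0.24, the oxytocin receptor OXTR by 1.24 ± 0.10, TAGLN by 0.89 and the smooth muscle myosin MYH11 by 0.85 on the log2 scale. The medians were −0.42, −0.72 and −0.43, with camera adjusted p of 7.24e-08, 0.000317 and 0.000176, but adjusted p = 0.526 for each with an estimated correlation. All 3 lists were called lower on all 10 arrays too, and the fibroblast median was −0.43 without neighboring 4. Of the matrix proteases and inhibitors, CTSD fell by 0.37 and 13 of 14 did not pass, also adjusted over the list alone; the test (adjusted p = 0.941) pointed down although the median was 0.14.

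Markers of other cell types were set beside these lists, since the samples were pieces of whole tissue. T and NK cell markers fell in 6 of 14 and rose in 1 (12 and 1 adjusted over the list alone, 1 and 1 on all 10 arrays). CD3E fell by 0.75, ZAP70 by 0.73 and CD8B by 0.64, while GNLY rose. The list was called lower (median −0.48, adjusted p = 0.000317, but adjusted p = 0.526 with an estimated correlation). Adipocyte markers fell in 4 of 7 (5 adjusted over the list alone, with 2 higher), with FABP4 lower by 1.10, the adipsin CFD by 1.03, GPD1 by 0.93 and AQP7 by 0.39 on the log2 scale. Their call (median −0.41, adjusted p = 0.0430, but adjusted p = 0.526 with an estimated correlation) was lost without neighboring 2 (adjusted p = 0.0712), on all 10 arrays (adjusted p = 0.127), with either outlying array put back, under each other scaling (adjusted p of 0.0570 to 0.0660) and with the 60% filter (median −0.93, adjusted p = 0.118). Neutrophil markers rose in 3 of 6, S100A8, S100A12 and the oxidase subunit NCF4 (2.30-fold), and the cytokine receptor chain CSF2RB fell by 0.80; the counts were the same adjusted over the list alone.

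Monocyte and macrophage markers fell in 4 of 15 (3 adjusted over the list alone), MSR1, CD14, AIF1 (by 0.67) and FCGR2B (by 0.59), and rose in 0. Luminal epithelial markers rose in 5 of 17 and fell in 2 (7 and 2 adjusted over the list alone), including the keratin KRT19 (2.15-fold), CLDN7 (1.65-fold) and EPCAM (1.64-fold), with OVOL1 lower by 0.82 on the log2 scale. Among endothelial markers LYVE1 rose 1.66-fold and ENG fell by 0.47, and 13 of 15 did not pass. Of 5 B and plasma cell markers CR2 fell by 0.32. For these last 2 lists the counts were the same adjusted over the list alone. The neutrophil, monocyte, luminal, endothelial and B cell lists were not called (adjusted p between 0.107 and 0.481). A hemoglobin chain, HBG, the 1 red blood cell and platelet marker measured, differed by −0.09 ± 0.15 (SE). Its means, 5.82 in the neighboring and 5.92 in the control group, lay close to the filter cutoff of 5.71. It therefore cannot show whether blood content differed between the groups.

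Ribosomal protein genes did not pass the test in 59 of 59 by limma, also adjusted over the list alone, with values such as 0.26 ± 0.15 for RPL7A and 0.26 ± 0.12 for RPS2 (SE), and the list was not called on 8 arrays (adjusted p = 0.803). Mitochondrial respiratory chain genes fell in 7 of 42 and rose in 1, also adjusted over the list alone, with COX6C lower by 0.64, NDUFB7 by 0.60, NDUFS8 by 0.54 and NDUFS1 by 0.50 on the log2 scale. That list was called lower (median −0.15, adjusted p = 0.0152, but adjusted p = 0.652 with an estimated correlation). Without neighboring 1 its median was 0.01 (adjusted p = 0.254), and on all 10 arrays 0.09 (adjusted p = 0.818). With control 3 alone put back its median was 0.06 (adjusted p = 0.605), and with the hybridization controls as a covariate 0.12 (adjusted p = 0.878). Array control 3 lay at −1.04 in the ribosomal and −0.92 in the respiratory chain mean, and array neighboring 1 at −0.24 and −0.46, against the mean of the controls of the fit. The ribosomal list was called higher on all 10 arrays (adjusted p = 0.0142) but not with control 3 alone put back (median 0.28, adjusted p = 0.121). Without neighboring 1 it was called higher on the remaining arrays of the fit (median 0.17, adjusted p = 0.0263). It was also called higher with the hybridization controls as a covariate (median 0.28, adjusted p = 0.002025).

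Across all 40 tested lists camera called 9, of which 2 were higher and 7 lower. The study's systemic response list was the 1 list called with an estimated correlation, and 6 of the 9 were called on all 10 arrays. Of the 35 ways to divide the 8 arrays into 4 and 4, 21 called at least as many lists, so the number of called lists does not set the real grouping apart. The plot of list members gives each gene's change.

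Single genes were set against all 10 arrays as well. Of 147 named genes past the threshold on 8 arrays, 55 had an adjusted p of 0.05 or more on all 10, each with its direction unchanged. With array weights 39 of the 53 of these above the filter passed. The 55 genes follow by kind, some with their adjusted p on all 10 arrays. Among genes of the study's lists and the largest changes they were LBP (0.0815), OLR1, SERPINA1, MCL1, NFIL3, ACSS2 (0.311), ADHFE1, MT1A, CP and CXCL2 (0.100). Immune genes among them were CCL5 (0.445), CXCL16, LTB (0.416), TNIP1, IFI6 (0.557), STAT2, TAP1, TAP2, CALR, PDIA3 and BOLA-DRA. STAT3 (0.0925), CEBPD (0.229), OSMR, RORA, HLF, HSP90B1, HSPH1 (0.0920), CRYAB, FBXO32, FAS, BAG1, BAG3 and TYMS (0.310) belonged to the stress, signalling and cell cycle lists. Of the milk synthesis genes they included PIGR, LPO, FABP4 (0.128), SLC27A6, HMGCS1, PMVK, SLC5A1 and SLC35B1. The remainder were the cell type and respiratory chain genes AIF1 (0.379), FCGR2B, CD3E, CD8B, CR2, LYVE1 (0.141), CFD (0.193), AQP7, KRT19, TAGLN, COX6C (0.711), NDUFB7 (0.797) and NDUFS8.

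**Figure D2:**
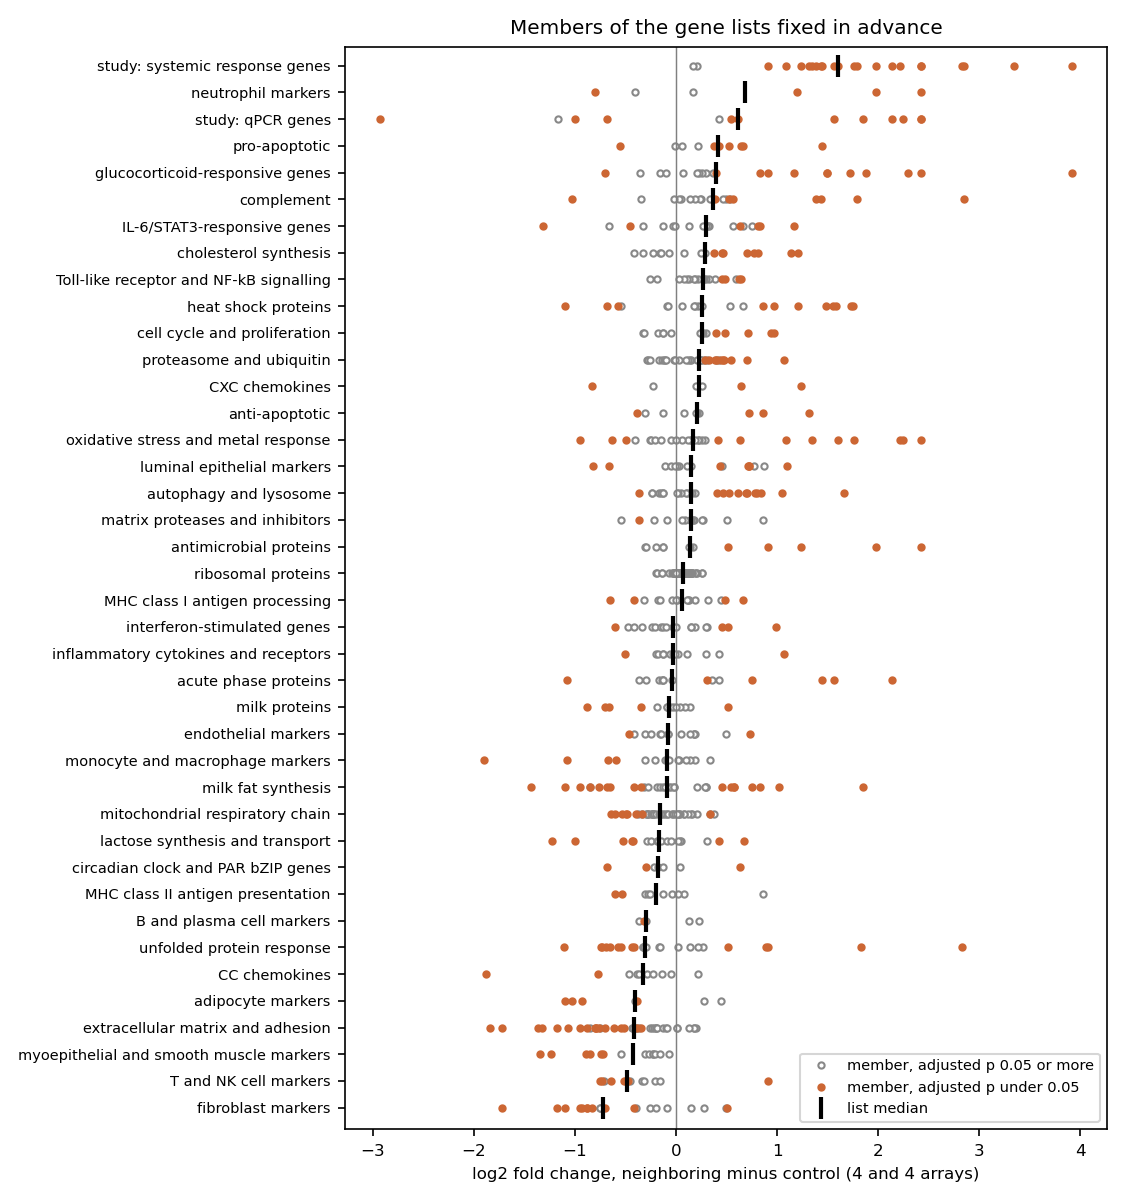
Log2 fold change, neighboring minus control over 4 and 4 arrays, of each measured member (points, filled for an adjusted p under 0.05) of the 40 tested lists, with a bar at each list's median. The study's systemic response genes have the highest median at 1.60 and the fibroblast markers the lowest at −0.72.

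To see how the arrays group, distances between all 10 arrays were taken as 1 minus Pearson's r over the 14409 probe sets. The mean distance was 0.0572 between groups and 0.0339 within groups, a difference of 0.0234 (two-sided exact permutation over the 126 splits into 5 and 5, p = 0.00794, the smallest possible). In the average-linkage tree the arrays neighboring 1 to 4 formed a branch, and neighboring 5 lay in the branch of the 5 controls. Its mean correlation was 0.974 with the controls and 0.949 with the other neighboring arrays.

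The arrays left out of the fit were then set against the 398 called probe sets. Array neighboring 5 deviated from the control mean by a median of 0.19 in the direction of the call (quartiles 0.01 and 0.42), with 76.6% of the probe sets in that direction, and control 3 by 0.12. For comparison, each array of the fit was held against calls made without it: the neighboring arrays gave medians of 1.02 to 1.37 and the controls 0.02 to 0.16. These are single arrays, so no test was made. Genes differed on neighboring 5. S100A8 and S100A12 stood 2.64 and 2.52 above the control mean, beside 2.42 and 1.98 for the 4 other neighboring arrays, and OGN stood at −1.52. SDS stood at 0.85, MT2A at 0.13, LBP at −0.41 and ALOX15 at −0.22. The neutrophil list mean on this array was 0.85, the matrix list mean −0.45 and the glucocorticoid list mean −0.05. B and plasma cell markers had a mean of 0.80 there (median 1.16), beside −0.36 to 0.04 on the other neighboring arrays, with MZB1 at 1.35 and IGHM at 1.16. Interferon-stimulated genes had a mean of 0.46, beside −0.07 to 0.10, with MX1 at 1.34 and ISG15 at 0.87; these genes were chosen after their values were seen.

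**Figure D3:**
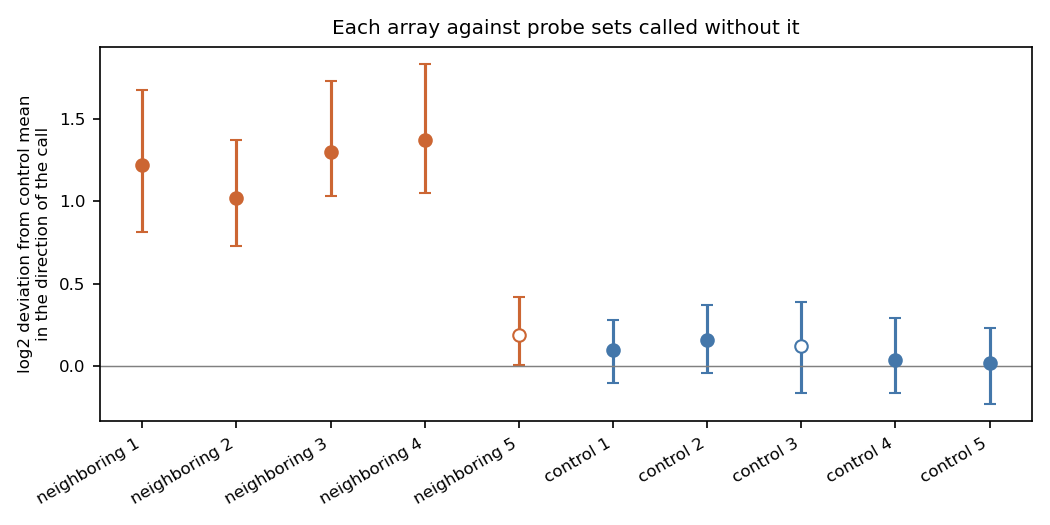
Median deviation (log2) of each array from the control mean in the direction of the call, over probe sets called without that array, with bars from the lower to the upper quartile and open points for the arrays outside the fit. The neighboring arrays of the fit lie between 1.02 and 1.37, and neighboring 5 lies at 0.19 beside controls between 0.02 and 0.16.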

Values the study reported

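The study reported 476 probe sets of differentially expressed genes in neighboring glands at 24 h with a false discovery rate of 0.01, and 2154 in the infected glands at the same time, 294 of them shared. In the array column of its table it gave mean fold changes in neighboring glands of 58.8 for MT2A, 11.2 for S100A8, 5.4 for SAA3, 4.4 for PIR, 3.8 for LBP, 3.6 for THRSP, 3.6 for HP, 1.3 for ACSS2 and for ADHFE1, 1.2 for PTX3, −3.4 for AQP3, −3.7 for HPGD and for LPL, and −12.9 for ALOX15. Its discussion gave changes in neighboring glands of 3-fold for SAA3, 4-fold for LBP, 3-fold for SERPINA1 and 4-fold for S100A12.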

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

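The tests of a wrong label, of lost contrast and of the stromal share were chosen only after their results were seen; the covariate for the hybridization controls was added after the data were examined but its outcome was stated in advance, as were the counts over other splits. A value was singled out where its distance to the nearest of its group was large beside the range of the group, which happened for 21 of 194 groups of arrays, where chance gives about 9.7. Of these, 6 lay on control 3 and 6 on neighboring 5.

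On neighboring 5, MTHFD2 was 7.01 beside 9.06 to 9.19 on the other neighboring arrays, IDH1 10.78 beside 8.58 to 9.18, ACSS2 12.38 beside 13.06 to 13.23 and GSS 9.34 beside 11.17 to 11.92. The mean of the cell cycle list was −0.03 there beside 0.19 to 0.27, and that of the study's systemic response list 0.66 beside 1.65 to 1.89. On control 3, CCL26 was 7.79 beside 8.92 to 9.31 and GLRX2 7.34 beside 8.56 to 8.85. Its list means were −0.79 for CC chemokines, −0.44 for neutrophil markers, −1.04 for ribosomal proteins and −0.92 for the respiratory chain, each below the other controls. Neighboring 1 had list means of −0.24 for ribosomal proteins and −0.46 for the respiratory chain. Neighboring 4 had list means of −0.90 for the extracellular matrix and −0.89 for fibroblast markers. GNLY was 7.05 on neighboring 2 beside 6.23 to 6.43. Among controls, SLC25A21 was 8.42 on control 1, LBP 7.61 on control 2 beside 9.10 to 9.25, HP 5.57 on control 5, and the IL-6/STAT3 list mean −0.14 on control 5.

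Array neighboring 5 lay close to the controls over the called probe sets, at 14.1% of the change. A control cow under a wrong label is argued against by the systemic response list, whose mean on this array was 0.66 while the 5 control arrays lay between −0.06 and 0.06 (SD 0.05). A loss of contrast that shrank all its changes alike cannot be told apart: against it, the systemic response list stood at 36.9% of the other neighboring arrays where 14.1% would give 0.25, S100A8 and S100A12 stood at 2.64 and 2.52 beside 2.42 and 1.98, and interferon-stimulated genes (0.46, controls −0.16 to 0.17) and B and plasma cell markers (0.80, controls −0.47 to 0.37) lay above the controls, but over all 398 called probe sets 11.8% stayed over 0.5 of their change, within the 10.0% to 15.2% that changes shrunk alike give with the residuals of single controls. Of 3 tests tried before this one, the matrix list (84.6%, −0.45 beside −0.53, control SD 0.21), the neutrophil list (mean 112.4%, 0.85 beside 0.76, but median 0.17 beside 0.69) and a count of lists beyond the controls (5 of 40, beside 3 to 12 for single controls) did not decide. A smaller or later response of this cow may also give such a profile and was not tested, and tissue of another composition, with more B and plasma cells, stays open. The study also excluded the infected gland of this cow, treating the animal as a biological outlier. It held that factors specific to the animal influenced the systemic reaction. Its quantitative PCR values for individual glands bear on this question and were not used here.

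The 398 calls on 8 arrays go with lower hybridization controls on the neighboring arrays (difference −0.44, exact permutation p = 0.0286), while neighboring 5 read 9.95 and control 3 9.88. With that signal as a covariate the median change of the called probe sets was 1.30, as without it, with a lower quartile of 1.06 and 100% in the direction of the call, which argues against the signal as the whole cause of the changes. The calls themselves ended in all but 23, since the median standard error went from 0.18 to 0.31, and 138 kept an adjusted p under 0.05, so a part of the changes may still go with this signal. Chance can be excluded for the calls on all 10 arrays, where 1 of 100 drawn splits, the real one, gave 15 or more and the highest other gave 1, and by count for those on 8, where 1 of 35 splits gave 398 or more and the highest other gave 1, although leaving out neighboring 5, which lies near the controls, favors the real split there. For the number of called lists, 9, chance cannot be excluded, since 21 of the 35 splits called as many and the highest other called 13. That count does not test single lists. Per list, the member mean separated the groups at the smallest exact permutation p over arrays, 0.0286, for each but the respiratory chain (p = 0.314). Uncalled lists such as complement and antimicrobial proteins reached 0.0286 too, and these p-values were not adjusted over the lists.

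Matrix, fibroblast and smooth muscle lists were lower on the neighboring arrays, as were adipocyte (median −0.41) and T and NK cell markers (−0.48), while the luminal epithelial median was 0.15, as a smaller share of cells other than epithelium would also give. A share of stroma smaller by the same amount for all its cell types is argued against by the endothelial markers, whose list mean minus that of fibroblast markers was 0.53 higher in the neighboring group (two-sided exact permutation p = 0.0286, the smallest possible; endothelial median −0.08). A smaller share of fibroblasts alone would lower markers found only in them alike. The SD of the changes over the members was 0.59, or 3.31 times their median standard error of 0.18. DCN stood at −0.09 and PDGFRA at 0.50. This spread argues against a smaller fibroblast share as the sole cause only if the markers are specific and their changes not compressed, which was not tested. Unequal losses of several cell types stay open, and so does a change within these cells with the infection of another gland, the difference the design names, which was not tested.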

How the results depend on the processing

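The hybridization control covariate, and leaving out each array for the chemokine, distance and held-out results, were tests chosen only after the data were seen. The 398 calls (246 higher, 152 lower) became 15 (8 and 7) on all 10 arrays and 4 (1 and 3) with neighboring 5 put back, where standard errors were larger, 23 (19 and 4) with the covariate, and 4283 (2548 and 1735) or 1401 (915 and 486) at the looser thresholds of an adjusted p under 0.05 without a fold or of 1.5-fold. Other filters, scalings, variance models, the test against 1.2-fold, control 3 put back and all 10 arrays with array weights (334, of which 305 shared) gave 329 to 449, and the share of higher calls went from 61.8% to 53.7% with quantile scaling. Leaving out 1 array gave 326 to 458 calls, 204 to 303 higher and 117 to 155 lower. Same-numbered arrays did not deviate together (r of −0.19, 0.07, −0.17, 0.02 and 0.17, with number 5 alone best matched to its own), so the numbers name samples. With the replicate number as a block there were 119 calls (63 and 56) and 14 lists, and on all 10 arrays limma called 0 (0 higher, 0 lower) with 4495 at an unadjusted p under 0.05. The 9 called lists became 15 without a filter, 15 with the brightest probe set before any filter, 1 with an estimated correlation and 9 to 12 without 1 array. The chemokine difference of 0.56 was 0.15 on all 10 arrays, 0.65 as a mean and 0.27 to 0.77 without 1 array. The separation of arrays passed under every alternative run, with differences of 0.0197 to 0.0353 (exact p of 0.00794 to 0.0159) without 1 array. Array neighboring 5 stayed at 0.15 to 0.24 over the called probe sets, and control 3, at 0.12, lay at 0.05 to 0.18. Of 1073 alternatives for 53 named genes 984 kept direction and side of the threshold, 85 lost the call and 4 reversed, all for PTX3, which never passed: −0.112 with neighboring 5 put back, −0.084 with the block, −0.113 with the covariate and −0.012 to 0.86 without 1 array. Of 997 for lists 885 were the same, 31 lost and 51 gained the call, and 30 turned direction uncalled. The cause was not tested for these moves, save where larger standard errors or looser thresholds show it. Dim signal limited HP, CP, CXCL2 and FGF2, which lay under the filter.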

Other observations

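The tests of amino acid response genes were chosen only after the result was seen, on lists written after the largest changes were known. Of 15 measured genes of amino acid synthesis and transport known as targets of ATF4, the transcription factor of the amino acid response, 7 rose, 7 did not pass and 1 fell (ALDH18A1, a proline synthesis enzyme, adjusted p = 0.00424), with a median of 0.25. Besides MTHFD2 and PCK2 these were the serine synthesis enzymes PSPH (2.21 ± 0.49, SE), PHGDH (1.47 ± 0.12) and PSAT1 (0.81 ± 0.15), the amino acid transporter chain SLC3A2 (1.88 ± 0.10) and SLC1A4 (0.88 ± 0.13). Of 12 measured tRNA synthetases known as ATF4 targets 9 rose, 0 fell and 3 did not pass (CARS1, EPRS1, LARS1), with a median of 0.80. GARS1 rose by 2.05 ± 0.15, SARS1 by 1.64 ± 0.11, WARS1 by 1.54 ± 0.17 and AARS1 by 1.06 ± 0.12. Of 16 other tRNA synthetases 6 rose and 0 fell, with a median of 0.18. On neighboring 5 the medians of the synthetase lists were 0.02 and 0.00, and on all 10 arrays the changes had medians of 0.57 and 0.06.

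An amino acid response of the ATF4 type is a candidate explanation for these changes. If so, synthetases known as ATF4 targets should lie above the others, and their medians differed by 0.63 (two-sided permutation over genes, p = 0.00048; genes are not independent replicates), with a difference of list means of 0.62 between groups of arrays (exact permutation p = 0.0286, the smallest possible). Without WARS1 and GARS1, which had been seen before, the difference was 0.50 with 10 targets left. A rise of all cytosolic synthetases by the same amount is argued against by their spread. Changes ran from −0.28 ± 0.10 (SE) for EPRS1, −0.04 ± 0.14 for QARS1 and 0.08 ± 0.09 for LARS1 to 1.64 ± 0.11 for SARS1 and 2.05 ± 0.15 for GARS1. EPRS1 and LARS1 are listed as ATF4 targets too, so this spread does not favor an ATF4-type response. A rise of cytosolic synthetases by unequal amounts cannot be told apart from such a response. The 4 other cytosolic synthetases had a median of 0.29, lower by 0.51 (exact permutation p = 0.169), and the remaining 12 act in mitochondria (median 0.14). Since the pattern was found and tested on the same arrays, it stays a hypothesis.

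The changes here were 5.36-fold for MT2A, 5.34-fold for S100A8 and, without a filter, 1.84-fold for HP. Each is lower than the value quoted from the study above. The change of SAA3 here was 2.95-fold. That is lower than the table value quoted from the study above and close to the value quoted from its discussion. Towards lower values, the changes here were 7.63-fold for ALOX15, 1.99-fold for AQP3, 1.61-fold for LPL and 2.25-fold for HPGD, which did not pass. Each is smaller than the value quoted from the study above. The changes of LBP, PIR, THRSP, ACSS2, ADHFE1 and PTX3, which did not pass, were 4.41-fold, 4.72-fold, 3.60-fold, 1.45-fold, 1.53-fold and 1.34-fold. These 6 of 14 genes lie within 1.5 times of the values quoted above, as do SERPINA1 (2.71-fold) and S100A12 (3.95-fold). In the table those values come from, the array and quantitative PCR columns for neighboring glands lie close together, and the cause of the differences was not tested.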
